A study of Homo sapiens with 6 samples.

How the data were processed

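The series holds 6 human expression arrays of cancer-associated fibroblasts (CAFs), fibroblasts grown from tumour tissue, from the strains CAF19 and CAF24. Each strain was transfected with a non-targeting siRNA (siCTR) or with 1 of 2 siRNAs against NONO (siNONO1 and siNONO2), so each strain gives 1 array per group. Per the labels' protocols the siRNAs were used at 30 nM and the cells were harvested 72 hours later. Each sample was mapped to its group by its own label, and the table has 0 columns of per-sample values that belong to no labelled sample.

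The arrays were Clariom D Human arrays, per the file headers, with the annotation na36 on the human assembly hg38. The authors deposited log2 signal per transcript cluster, rounded to hundredths, after processing in the TAC software, per the file headers. The background correction, the summarization and any normalization between arrays are not stated, and the values reach a shared ceiling of 19.93. The authors also deposited a signed linear fold change and an unadjusted p-value for silenced against control samples, whose model and covariates the headers do not state. No background measure per array was used here, so the precision of each value is limited by the number of arrays.

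The table has 135750 transcript clusters, of which 86161 carry a gene symbol. The main unit was 1 transcript cluster per symbol string, the brightest over all 6 samples, which gave 81841 units, called genes in what follows. Of these, 5943 strings join several genes. Of the 75898 single symbols, 33171 (43.7%) matched a gene of the RefSeq annotation of GRCh38.p14 by symbol or older symbol, and 18109 distinct protein-coding genes were among them. Gene positions are from that annotation, which is on the same assembly as hg38, and are printed only where the chromosome in the array identifier is the same. No filter on dim genes was applied in the main tests, and the log2 values were used as deposited. The 49589 transcript clusters with no symbol were left out of the main tests and tested on their own.

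Tests were run with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment and an adjusted p under 0.05 as the threshold. Silencing was tested as 4 silenced against 2 control samples with the strain as a block, since the series text compares silenced cells with the corresponding control, which left 3 residual degrees of freedom. Each siRNA against control, the difference between the siRNAs and the difference between the strains were tested in a fit of 3 groups plus strain. The interaction of strain with silencing was tested with both siRNAs as 1 arm. The strain number pairs the samples because same-numbered samples come from the same cell strain. As a check, the deviations of the CAF24 samples from their group means were correlated across genes between groups, which gave r of 0.000, -0.013 and 0.000.

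For 9 gene lists, limma's camera was used with a preset correlation of 0.01, and fry and camera with an estimated correlation were run as checks. The lists cover DBHS and paraspeckle proteins, myofibroblastic CAF, inflammatory CAF, cell cycle, p53 targets, interferon response, circadian clock, hypoxia with glycolysis, and cholesterol synthesis. Each list median was also set among 10000 random lists of protein-coding genes matched on mean signal. Correlations of responses across genes carry no p-value, and samples that share a control were set against 20 simulated data sets of unchanged samples.

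The groups, the tests, the gene lists, 88 alternatives (each a result under another setting) and the rule for naming genes were fixed before the data were examined. That rule names NONO, SFPQ, PSPC1 and the transcript cluster that holds NEAT1, and the 5 largest rises and 5 largest falls past the threshold with the same direction in 4 of 4 silenced samples. Where fewer passed, it fills up from genes with an unadjusted p under 0.01, said to fail the correction. It also names up to 3 members with the smallest p of each list called, of which not all are reported here. No gene is named for the difference between strains, and Y-linked genes, XIST, TSIX, HLA genes and genes with common whole-gene deletions are never named, because the strains derive from donors. The alternatives covered scaling, filters on dim genes, the row chosen per gene, the eBayes options, array weights, the block, the threshold and leaving out each sample or strain. A further 33 alternatives were added after the data were seen: fits restricted to protein-coding genes, with or without centring, and combinations with the block removed.

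The tests were tried on simulated data in which 200 of 81841 genes were changed, with noise variances drawn from the eBayes prior. All 200 were changed by the same size. An adjusted p depends on how many genes change and by how much, so the shares recovered hold for that setting only. For silencing with the strain block, 0% of the genes changed by log2 1 or 2 were recovered at an adjusted p under 0.05, and 89% of those changed by log2 3. Without the block, 47.5% were recovered at log2 2. For the interaction, 0% were recovered even at log2 3, and for the difference between strains 87% at log2 3. In the silencing simulation at log2 3, 4.92% of unchanged genes had an unadjusted p under 0.05. A first version of this simulation drew its noise from the shrunken variances and overstated the power, so it was replaced. Figures were drawn with matplotlib 3.10.9.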

Results

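Gene expression was measured on 6 arrays of cancer-associated fibroblasts in which NONO was silenced. NONO encodes an RNA- and DNA-binding protein of the DBHS family, whose other members are SFPQ and PSPC1, and which takes part in paraspeckles, nuclear bodies built on the long RNA NEAT1. There were 2 control samples (siCTR in CAF19 and CAF24) and 4 silenced samples (siNONO1 and siNONO2 in both strains). The median log2 signal over all transcript clusters was 4.81 in the CAF19 control and 4.64 in the CAF24 control, and lay between 4.60 and 4.63 in the 4 silenced samples. Among protein-coding genes the medians were 7.14 and 6.86 in the controls and 6.49 to 6.52 in the silenced samples. With 2 controls and 4 silenced samples, the number of arrays limits the precision of every value.

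The targeted gene was examined first. NONO (chromosome X, 71283635 to 71301168, GRCh38.p14) had a log2 signal of 14.65 in the CAF19 control and 14.24 in the CAF24 control. In CAF19 it was 12.03 with siNONO1 and 11.15 with siNONO2, and in CAF24 it was 11.78 and 11.43. The controls averaged 14.45 ± 0.29 (SD, n = 2) and the silenced samples 11.60 ± 0.39 (SD, n = 4). The log2 change was -2.85 with a standard error of 0.31, lower in 4 of 4 silenced samples, with 13.9% of the linear signal remaining. Its limma p was 3.08e-05, and after adjustment over 81841 genes it was 0.1004, so the fall exceeded the spread between samples but failed the correction. The change moved most, to -2.35, when only protein-coding genes were tested and each sample was centred on their median, which was chosen after the data were seen. Over all alternatives the adjusted p ran from 0.00115, among protein-coding genes with no strain block, to 0.778 without CAF19. Among those fixed in advance it was lowest, 0.0245, with the trend and robust options of eBayes. With siNONO1 the change was -2.54 and with siNONO2 -3.16.

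The partners of NONO moved the other way. SFPQ (chromosome 1, 35176380 to 35193145) rose by 0.65 on the log2 scale, from 12.99 to 13.63, with an unadjusted p of 0.0442 and an adjusted p of 0.337. Another transcript cluster annotated as SFPQ went from 7.26 to 6.61, and the mean over both gave no change for SFPQ, at 0.001. PSPC1 (chromosome 13, 19671205 to 19782945) rose by 0.56, with a limma p of 0.0796 and an adjusted p of 0.410. The transcript cluster on chromosome 11 that joins NEAT1 and MIR612 rose by 1.08, from 9.93 to 11.01, with a limma p of 0.00217 and an adjusted p of 0.149. All 3 were higher in 4 of 4 silenced samples than in the control of the same strain, and all 3 failed the correction in the main fit. Over the alternatives SFPQ passed in 2 of 25 settings (lowest adjusted p 0.0268), with a change from 0.001 to 1.143. The cluster with NEAT1 passed in 1 of 21 (lowest adjusted p 0.0411), and PSPC1 in 0 of 25 (lowest adjusted p 0.0560).

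**Figure D1:**
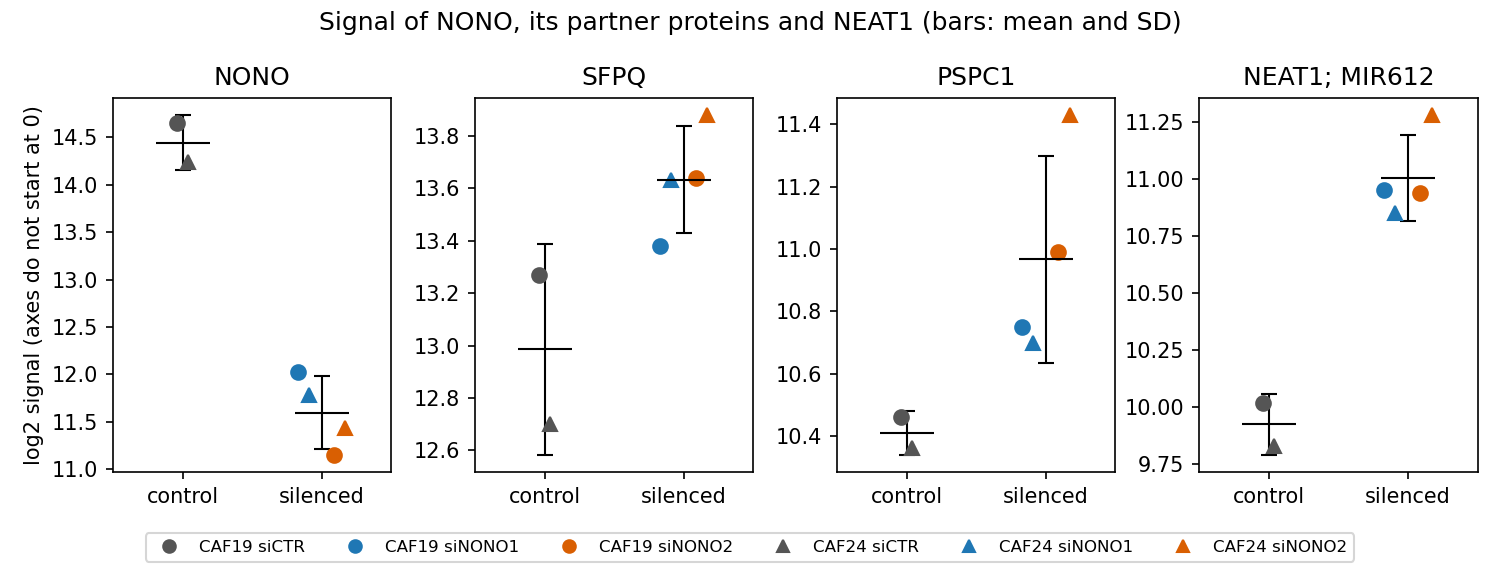
Log2 signal of NONO, SFPQ, PSPC1 and the transcript cluster joining NEAT1 and MIR612 in each sample, with the mean and SD of the 2 controls and the 4 silenced samples as bars. NONO averages 14.45 in the controls and 11.60 in the silenced samples, and the other panels average higher in the silenced samples.

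The main comparison asked which genes differ between silenced cells and the corresponding control. No gene passed an adjusted p under 0.05 in the limma fit with the strain block (0 of 81841), and the smallest adjusted p was 0.0642. At an unadjusted p under 0.05 there were 11662 genes (14.25%), 1762 higher and 9900 lower in silenced samples. This count of calls depended on the fit. Among alternatives fixed in advance it was 312 with the trend and robust options (11 higher, 301 lower), 130 without the strain block (5 higher, 125 lower), and 0 with quantile normalization. When only protein-coding genes were tested, an alternative chosen after the data were seen, 2621 genes passed (10 higher, 2611 lower). Centring each sample on its protein-coding median as well gave 242 (38 higher, 204 lower). Across all genes, 33.7% changed in the same direction in 4 of 4 silenced samples, against 21.7% in simulated unchanged samples that share the controls in the same way. The simulation held no shift between arrays, whereas in the data 66.9% of all genes were lower, with a median change of -0.16. Such a shift alone can raise the share, so the excess does not measure silencing. The 49589 transcript clusters with no symbol, tested on their own with the strain block in limma, gave 0 calls. Of these clusters, 3589 (7.24%) had an unadjusted p under 0.05, and the smallest adjusted p was 0.5063.

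The authors' deposited table gives an unadjusted p under 0.05 for 16394 of 135750 transcript clusters (12.08%), 3001 higher and 13393 lower. The authors' deposited table also has 4346 of these with a fold of at least 2, of which 813 were higher and 3533 lower. Adjusting the p-values of the authors' deposited table by Benjamini-Hochberg left 6 transcript clusters under 0.05. For NONO the authors' deposited table gives a signed fold of -7.18 and a p of 8.88e-06. Across genes, the deposited p and that of the blocked limma fit had a Spearman rho of 0.994, and the deposited p and that of the limma fit without the strain block had a rho that rounds to 1.

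None of the largest changes passed the correction. The largest falls were in EEA1 (-3.21 ± 0.30 SE, adjusted p 0.1004), CENPF (-3.10 ± 0.23, adjusted p 0.0642), UACA (-3.05 ± 0.45, adjusted p 0.103), SMC3 (-3.03 ± 0.31, adjusted p 0.1004) and TPR (-3.00 ± 0.45, adjusted p 0.103), each lower in 4 of 4 silenced samples. EEA1 lies on chromosome 12 from 92770637 to 92929295 and averaged 13.63 in the controls and 10.42 in the silenced samples. CENPF lies on chromosome 1 from 214603195 to 214664571 and went from 12.25 to 9.15.

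The largest rise, 6.87 ± 0.71 (SE, log2) with a limma adjusted p of 0.1004, was in a transcript cluster on chromosome 16 that the array annotates as MIR548AI. It read 2.99 and 2.29 in the controls, near the lowest value of the table, 2.11, and averaged 9.51 in the silenced samples, higher in 4 of 4. With the controls at the floor of the scale, the size of this rise, and its rank among the rises, is uncertain. The RefSeq gene MIR548AI lies on chromosome 6, and the transcript cluster of that name on chromosome 6 averaged 6.94 in the controls and 7.05 in the silenced samples. The chromosome 16 signal is therefore not given here as a level of that microRNA. The next largest rises were MTND1P23 (3.10, adjusted p 0.191), the array symbols docha (2.59, adjusted p 0.116) and misamu (2.43, adjusted p 0.113), and GLUDP5 (2.43, adjusted p 0.201). The controls of docha (3.06 and 3.90) and misamu (4.53 and 4.43) were also dim, below the median signal of 4.60 in families that fibroblasts are not expected to express, so the sizes and ranks of these rises are uncertain too. In MTND1P23 and GLUDP5 the CAF19 control, at 12.30 and 10.52, was far below the CAF24 control, at 16.04 and 13.81.

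Each siRNA was then compared with the controls. With siNONO1 0 genes passed and 8899 had an unadjusted p under 0.05. With siNONO2 1 transcript cluster passed, the chromosome 16 cluster annotated as MIR548AI, with a log2 change of 7.88 from controls at the floor and an adjusted p of 0.0143, and 11004 genes had an unadjusted p under 0.05. Both siRNAs had 4817 of these genes in common, 4793 of them in the same direction. Because both siRNAs are set against the same controls, unchanged simulated samples gave 1128 genes in common, 1094 in the same direction. These came from shorter lists, of 4092 genes for siNONO1 and 4095 for siNONO2, and from samples with no shift between arrays. The observed and simulated counts in common are therefore not like for like. Across genes, the log2 changes of the siRNAs had r = 0.658, against 0.499 in the simulation.

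The direct comparison of siNONO2 with siNONO1 gave 0 genes past the limma threshold and 4588 (5.61%) at an unadjusted p under 0.05. The interaction of strain with silencing gave 0 genes past the threshold and 4470 (5.46%) at an unadjusted p under 0.05. Over all genes both shares were close to the 5% that chance gives. After the data were seen, protein-coding genes were also tested alone. There the siRNA difference had 1406 of 18179 genes at an unadjusted p under 0.05, and 1885 with each sample centred, both above 5%. The interaction had 918 and 561. No gene passed, and the smallest limma adjusted p of the siRNA difference was 0.1197, or 0.0896 when centred. Where 200 genes were simulated to change by log2 3 each, 54% were recovered in the siRNA difference and 0% in the interaction.

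The difference between CAF24 and CAF19 was counted as a scale for the silencing effect. It gave 0 genes past the limma threshold and 3662 (4.47%) at an unadjusted p under 0.05, fewer than for silencing. No strain difference was detectable with these arrays.

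Responses, taken as silenced minus the control of the same strain, were compared across strains, where no sample is shared. Across 81841 genes, which are not independent replicates, siNONO1 in CAF19 and in CAF24 had r = 0.226 (Spearman rho 0.202) and siNONO2 had r = 0.243 (rho 0.225). Pairs of different siRNAs had r = 0.218 and 0.202. Unchanged simulated samples gave r between -0.004 and 0 for these 4 pairs, a value near 0 that their independent noise fixes in advance. The simulation held no difference between control and silenced arrays that varies by gene class or signal. Such a difference, technical or not, would also raise r, so these values do not identify a response to silencing. The alternative that moved the median of the 4 pairs most was the protein-coding genes alone, chosen after the data were seen, where it was 0.396. Within a strain, where the control is shared, r was 0.648 in CAF19 and 0.549 in CAF24, against 0.501 and 0.502 in the simulation.

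Classes of genes shifted by different amounts. The median log2 change of all genes was -0.16, and quantile normalization moved it by 0.14, so each class median is also given relative to it. Protein-coding genes (18179) lay at -0.26 relative to all genes and at -0.20 after quantile normalization. In absolute terms their median was -0.42 and 89.9% were lower, with -0.55 and -0.58 in CAF19 and -0.29 and -0.29 in CAF24. Gene families that fibroblasts are not expected to express, namely olfactory receptors, taste receptors and keratin-associated proteins (478 genes), had a median of -0.27, which was -0.108 relative to all genes. Symbol strings without a RefSeq match (48670) had a median of -0.09, which was 0.075 above all genes. This class includes the 5943 strings that join several genes, since only single symbols were matched. Short structured RNA genes (286, mostly snoRNA genes) had a median of 0.12, which was 0.28 above all genes and 0.38 above them after quantile normalization.

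**Figure D2:**
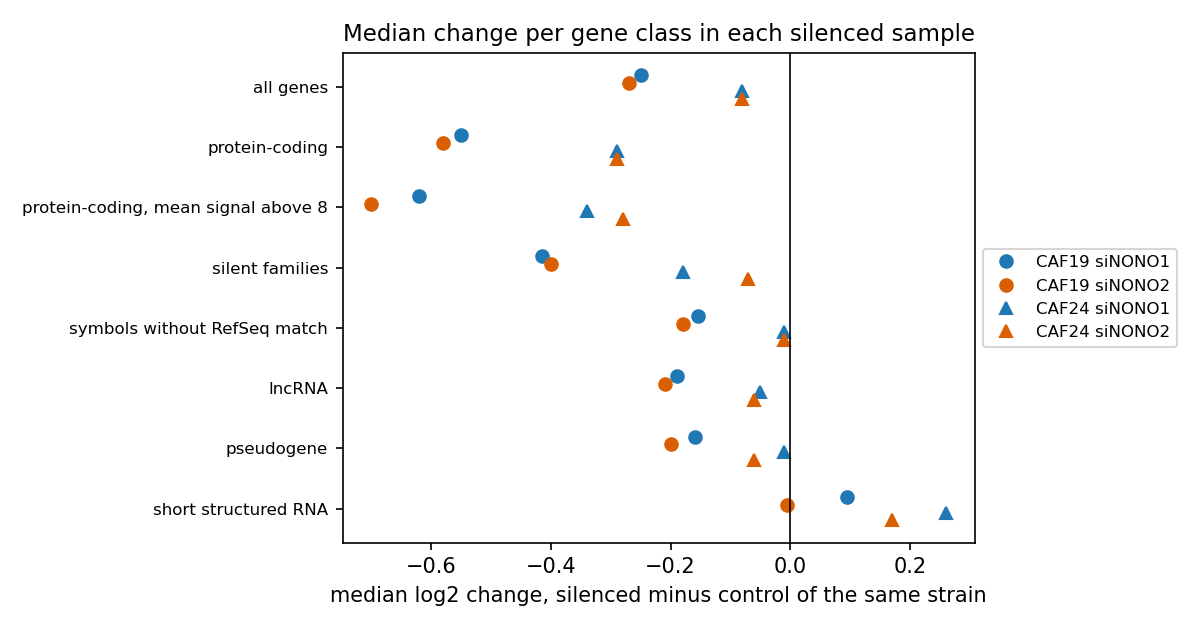
Median log2 change of each gene class in each of the 4 silenced samples against the control of the same strain, with points coloured by siRNA and shaped by strain. Protein-coding genes lie between -0.58 and -0.29, while short structured RNA genes lie between -0.005 and 0.26.

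Gene lists were tested against all other genes. With camera and its preset correlation, 6 of 9 lists were lower at an adjusted p under 0.05. Cholesterol synthesis had a median log2 change of -0.58 (adjusted p 0.000134, 24 of 24 members lower), the myofibroblastic list -0.48 (0.000315, 24 of 26) and the inflammatory list -0.50 (0.000315, 21 of 22). The p53 targets had -0.46 (0.0023, 19 of 22), the interferon response -0.48 (0.0023, 25 of 27), and hypoxia with glycolysis -0.37 (0.00396, 22 of 24). Cell cycle (median -0.29, adjusted p 0.0891), circadian clock (-0.41, 0.183) and the DBHS and paraspeckle list (-0.21, 0.912) were not called. For the last list camera gave the direction higher although its median and mean were below 0. Under fry only the inflammatory list and the p53 targets were called (adjusted p 0.00638 and 0.039), and with an estimated correlation 0 were.

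These calls depended on the background. Among protein-coding genes only, whose median change was -0.42, camera called none of the 6 lists, and the DBHS and paraspeckle list was called as higher (adjusted p 0.040). Among random protein-coding lists of matched signal, the medians of the 6 lists fell between the percentiles 18.8 and 72.6. The DBHS and paraspeckle list stood at percentile 97.96, the cell cycle list at 97.98 and the circadian list at 68.7.

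No list member passed the adjustment over all genes. Adjusted over the list alone, the counts were 7 for cholesterol synthesis, 5 for the inflammatory list and 5 for the DBHS and paraspeckle list, 4 for the myofibroblastic list, 3 for p53 targets, 2 for cell cycle, 2 for hypoxia with glycolysis, 1 for the circadian clock and 0 for the interferon response. Members with the smallest p were INHBA (-2.37), POSTN (-1.40) and THBS2 (-0.91) in the myofibroblastic list and IL1B (-1.57), PDGFRA (-1.28) and CCL7 (-1.03) in the inflammatory list. They were RRM2B (-1.66), TIGAR (-1.07) and GADD45A (-0.91) among p53 targets and XAF1 (-1.01), IFIT2 (-0.98) and IFI44L (-0.93) in the interferon list. In hypoxia with glycolysis they were P4HA1 (-1.36), PDK1 (-1.12) and VEGFA (-0.78), and in cholesterol synthesis SC5D (-1.35) and HMGCS1 (-1.34). All of these members were lower in 4 of 4 silenced samples. POSTN read 19.86 and 19.83 in the controls, close to the ceiling of 19.93, which limits the size of its fall. In the silenced samples IL1B (4.42 to 4.86), CCL7 (4.69 to 5.08) and IFI44L (4.62 to 5.34) read at or near 4.60, the median signal of the families that fibroblasts are not expected to express, so the sizes of their falls are uncertain.

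**Figure D3:**
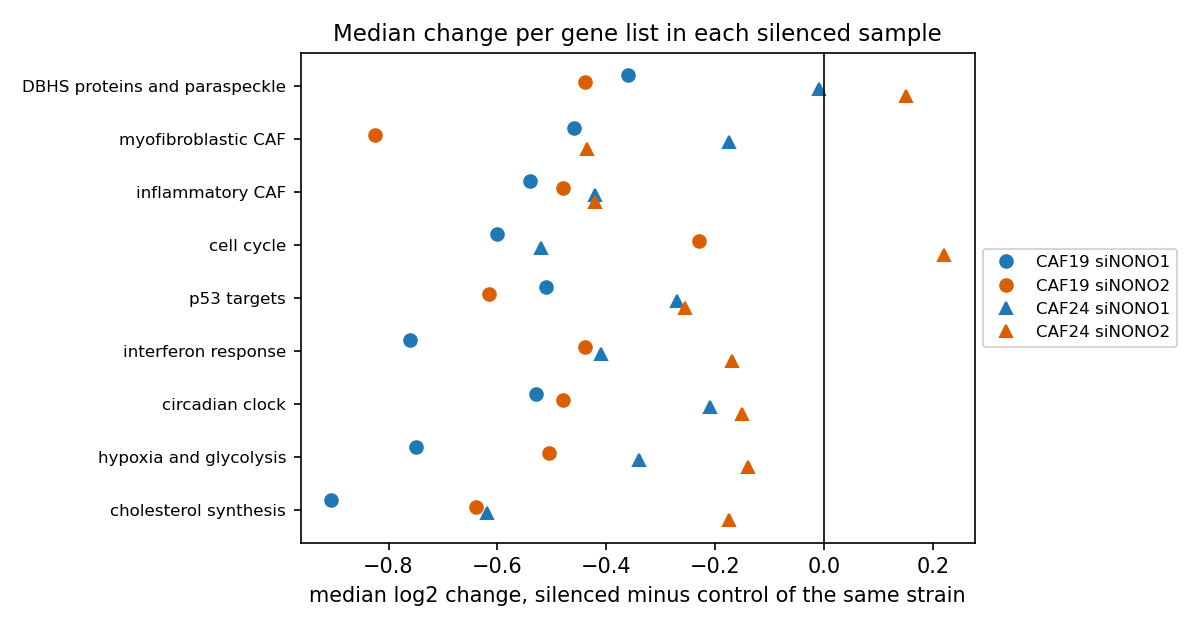
Median log2 change of each of the 9 gene lists in each of the 4 silenced samples against the control of the same strain, with points coloured by siRNA and shaped by strain. The cholesterol synthesis list lies between -0.91 and -0.18, and the cell cycle list between -0.60 and 0.22.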

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

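All tests of explanations in this part were chosen after the results were seen. Of 43 values checked for a sample far from the others, 3 stood out, while chance alone gives about 1 in 20. Among the 32 named genes, 2 were flagged for a silencing response that differed between strains, in a test adjusted over these genes only. Most of the named genes were chosen by their change in the same data, and this adjustment does not allow for that choice.

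The level of P4HA1 in the 4 silenced samples was 13.49 and 13.52 in CAF19 and 13.52 and 13.68 in CAF24. The siNONO2 sample of CAF24 lay apart from the others, with a gap of 0.842 of the range against a critical value of 0.829. P4HA1 fell by 1.36 on the log2 scale, far more than this range, and with 43 values checked such a gap can arise by chance. No explanation, technical or biological, was tested for it.

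The median signal of the CAF19 control, 4.81, stood apart from the other arrays with a gap of 0.81 of the range. The CAF24 control had 72 transcript clusters at the ceiling, where the other arrays had 119 to 135, a gap of 0.746. The critical value for 6 arrays is 0.625. Quantile normalization forces the arrays to the same distribution, so it cannot decide whether scaling between the arrays lies behind these values. It moved the median change of protein-coding genes from -0.42 to -0.22, so scaling may account for part of their lower medians in the silenced arrays. The normalization in the TAC software is unstated, and array batch was not tested because the labels give none. Both unusual arrays are controls, so the difference can be technical or part of the response.

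MTND1P23 and GLUDP5 changed more in CAF19 than in CAF24. The interaction had an adjusted p of 0.00272 for MTND1P23 and 0.00685 for GLUDP5 over the 32 named genes, in limma, but 0.861 for either over all genes. The mean change of MTND1P23 was 5.17 in CAF19 and 1.03 in CAF24, and that of GLUDP5 4.09 and 0.76. MTND1P23 is a nuclear copy of a mitochondrial gene, so signal shared with mitochondrial RNA was tested: over 17 mitochondrial transcript clusters never at the ceiling, the CAF19 control was 0.14 above the CAF24 control, which argues against a lower level of mitochondrial RNA in the CAF19 control. In both genes the CAF19 control was below each of the other 5 samples, by at least 3.29, so the CAF19 control array may be the source of the difference. Whether a defect of that array or the state of that culture lies behind it stays open, since there is 1 such array.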

How the results depend on the processing

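The alternatives limited to protein-coding genes, and those that join 2 changes, were chosen after the data were seen; the others were planned. The cause of a change was not tested except where named.

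The count of genes changed by silencing, 0 with the strain block, was 130 without the block (5 higher, 125 lower), 312 with the trend and robust options (11 higher, 301 lower), 1 as the mean of the 2 siRNA contrasts and 5 at an adjusted p under 0.1. It was 0 under quantile normalization, median centring, either signal filter, the mean of rows, every transcript cluster, array weights and a log2 change of at least 1. It was 0 to 0 on leaving out any sample or strain. The 130 fell to 0 without any of 5 of the samples and to 4 (4 higher, 0 lower) without the CAF24 control (siCTR). A fit to 5 samples also has less power, so this does not show that any single array drives the calls. With combined changes, removing the block gave 99 after median centring, of which 96 were among the 130, 3 after quantile normalization and 979 with trend and robust. Protein-coding genes only gave 2621 (10 higher, 2611 lower), 3210 (19 higher, 3191 lower) without the block, 242 (38 higher, 204 lower) with centring and 413 (107 higher, 306 lower) with centring and no block. These fits test fewer genes, most of which fall, and centring removed most of the calls.

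For siNONO1 the count of 0 became 1 with median centring, 168 with trend and robust (5 higher, 163 lower), 1 without the block, 1681 among protein-coding genes (3 higher, 1678 lower) and 205 when these were centred (15 higher, 190 lower), with 0 to 0 on leaving out a sample. For siNONO2 the count of 1 became 0 with the mean of rows, 288 with trend and robust (12 higher, 276 lower), 2412 among protein-coding genes (39 higher, 2373 lower) and 456 when centred (174 higher, 282 lower). It was 0 to 1 on leaving out a sample, and 0 without either control or either siNONO2 sample. The siRNA difference, the strain interaction and the strain difference stayed at 0 in every setting run.

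NONO kept its fall in each of 25 settings, from -3.06 to -2.35, and its adjusted p ran from 0.00115 to 0.778. It passed 0.05 at -2.85 with trend and robust, without the block (adjusted p 0.0412), among protein-coding genes with or without the block, and with trend and robust without the block. It also passed at -2.35 among centred protein-coding genes with or without the block, and at -2.72 with median centring and no block. Leaving out a sample or strain gave -3.06 to -2.63. Of 750 values of the other 31 named genes, 656 stayed on their side of the threshold, 94 passed only under the alternative, in 26 genes, and 0 changed direction. Without the block, EEA1 (adjusted p 0.0364), CENPF (0.0175), SMC3 (0.0439) and the chromosome 16 cluster annotated as MIR548AI (0.0393) also passed, and removing it changed no other named gene or list.

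The 6 lists called became 4 under quantile normalization, where p53 targets (adjusted p 0.136) and hypoxia with glycolysis (0.0927) were lost, 7 with siNONO1 alone, where cell cycle was also lower (adjusted p 8.46e-06), and 4 with siNONO2 alone, where the interferon response (0.414) and hypoxia with glycolysis (0.376) were lost. They became 2 under fry, 0 with an estimated correlation, 1 among protein-coding genes with or without the block, which was the DBHS and paraspeckle list called higher and none of the 6, and 0 when these were centred, with or without it. Leaving out a sample or strain gave 5 to 7. The direction turned for hypoxia with glycolysis among protein-coding genes (adjusted p 0.962), when centred (0.900), without the block (0.982) and with both (0.906), and for the interferon response without the block (0.982). The median r across strains, 0.222, was 0.310 for genes above the 50th percentile of signal, 0.200 after quantile normalization, 0.168 without NONO and the 1% of genes with the largest changes, and 0.396 among protein-coding genes, centred or not. Why the signal filter raised it was not tested, and no background measure was used.

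The interaction of strain with each siRNA separately was not run, because it leaves no residual degrees of freedom. The interaction without a control sample, and fits of 3 groups without a whole strain, gave no value, the former because it is not estimable and the latter for want of residual degrees of freedom.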

Other observations

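Chosen only after the result was seen were the tests of the CAF19 control alone for protein-coding genes, the shortest genes, additive background and scaling of the bright genes, scaling of short RNA, the counts of other control choices, siRNA pairs, the explanations of the strain result, the chromosome 16 cluster and the siRNA difference of lists. The others were written down first.

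Protein-coding genes were lower as a class in silenced samples. Quantile normalization left their median at -0.22, which argues against scaling between arrays as the whole cause. The smaller fall of the CAF24 samples was -0.29, so the CAF19 control array alone does not account for it. The change of bright protein-coding genes had a negative relation with gene span in 4 of 4 samples, with rho of -0.195 and -0.171 in CAF19 and -0.042 and -0.063 in CAF24, short of the -0.1 in every sample set beforehand. The 25% with the shortest spans still fell, with a median of -0.41, against -0.58 for the longest, so loss from long genes is not the whole cause, and a part that depends on length stays open. The families that fibroblasts are not expected to express fell too, with a median of -0.27. Dim symbol strings without a RefSeq match, a class from which joined strings were not removed, had -0.07. Dim protein-coding genes, with a mean signal under 5, had a median of -0.34, with 90.1% lower. Bright ones, with a mean signal above 8, had -0.49, with 87.9% lower. After quantile normalization the dim ones had -0.245 and the bright ones -0.128. The fall was thus not confined to genes with a clear signal. Part of the class fall may be a change in background or probe response and not in transcripts. As deposited, bright protein-coding genes fell further than the families that fibroblasts are not expected to express in 4 of 4 samples. The smallest difference was -0.16. After quantile normalization the difference of medians was 0.027 and the bright genes fell less in 3 of 4 samples, so scaling between the arrays may account for that excess, and lower additive background cannot be told apart from the rest because the excess itself depends on the scaling. What also stays open for the class fall is a real fall of messenger RNA after NONO silencing, and a technical difference between control and silenced arrays that acts by probe type. Probe base composition was not tested.

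The calls of the 6 lower lists depended on that class fall: 0 of them were called in the same direction among protein-coding genes only. The lists' lower medians are thus consistent with the class fall and say little about their own pathways. Tested directly, siNONO2 minus siNONO1, camera with the preset correlation called 6 of the 9 lists. Higher with siNONO2 were cell cycle (adjusted p 1.09e-10, median difference 0.46), interferon response (4.8e-07, 0.35), cholesterol synthesis (0.00044, 0.31), hypoxia with glycolysis (0.0023, 0.22) and the DBHS and paraspeckle list (0.0108, 0.19). The myofibroblastic list was lower (0.0023, -0.30). The lowest adjusted p over the lists was 0.305 under fry and 0.585 with an estimated correlation, so none was called there. Among protein-coding genes only, with the preset correlation, the same 6 lists were called, with adjusted p from 1.1e-10 for cell cycle to 0.0208 for the DBHS and paraspeckle list. The calls thus hold on that background and depend on the preset correlation.

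Short structured RNA genes were higher than all genes. After quantile normalization the difference was 0.38, and as deposited it was 0.28. That normalization also moved symbol strings without a RefSeq match and with a mean signal above 8, from 0.002 to 0.16 above all genes. Part of the 0.38 may thus come from the normalization. Short RNA genes lay above these strings either way, which argues against scaling by signal as the whole cause. The smaller difference of the CAF24 samples was 0.25, against the CAF19 control alone. The labelling of short RNA and a biological cause were not tested.

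Other choices of controls were counted. With 1 control per strain chosen in the 9 possible ways, the real choice alone, 1 of 9, gave as many as 11662 genes at an unadjusted p under 0.05, and the next had 5071. Among protein-coding genes only, 1 of 9 gave as many as 2621 calls, and every other choice gave 0. Without the block, 1 of 15 choices of 2 controls gave as many as 130 calls, and the others gave 0. The design cannot give a share under 0.05 here, so chance cannot be excluded by these counts, and anything else that sets the control arrays apart would give the same result.

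No difference between the strains was found: 7 of the 10 splits of the 6 samples into 3 and 3 gave as many genes at an unadjusted p under 0.05 as the strains did, in a design that cannot go below a share of 0.1. Deviations of same-strain samples from their group means had a mean r of -0.004 between groups, where subtracting each strain's mean would leave -0.50, so an additive correction for strain before deposit is not what these values show. Among genes with a mean signal above 7 the mean r was -0.023, so the 6 samples may be as alike as cultures of 1 source. Of these genes, 1.81% had an unadjusted limma p under 0.05. The fit took the same prior variance for dim and bright genes, which can make p too large in bright ones. This low share is therefore not evidence of likeness. Of genes simulated to differ between strains by log2 1, 0% were called but 84.5% had an unadjusted p under 0.05, so differences of that size in a large share of genes would be expected to raise the share at that p. Array noise hiding smaller differences, or differences in few genes, cannot be told apart from likeness of the strains. Which of a mislabelled sample, a shared source or strains that differ little applies was not tested further.

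Responses to the same siRNA correlated slightly more across strains than responses to different siRNAs, by 0.024 in mean r over all genes and by 0.072 among protein-coding genes. Off-target effects could give such a gap, but swapping the siRNA labels in a strain leaves only 2 arrangements, so it cannot be told apart from chance.

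The chromosome 16 transcript cluster that the array annotates as MIR548AI rose by 6.87 from controls at the floor of the scale. The 10 neighbouring transcript clusters in the order of the array identifiers had a median change of -0.11, from -0.92 to 0.30, so transcription of the surrounding region is not a likely source. Signal from the transfected siRNAs themselves, or from another RNA that these probes bind, was not tested.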
